A study of Mus musculus with 3 samples.

How the data were processed

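Stranded libraries were made from polyadenylated RNA of mouse aortic endothelial cells, per the labels' protocols, with 1 library in each of 3 groups: control, glucose oxidase, and glucose oxidase plus Et2HOBA. The aligner, the annotation and the counting tool are not stated in the labels or the file headers. The comparison of glucose oxidase plus Et2HOBA with control gave raw read counts of both libraries, log-normalized values and their log2 difference for 18287 genes, per the file headers. The comparison of glucose oxidase with control was deposited as a gene symbol and a log2 difference for 18287 genes, without a header, and the comparison between the treated libraries was deposited in the same form for 7 genes. A spreadsheet had turned 19 symbols into dates. Every listed gene had at least 5 reads in at least 1 of the 3 libraries. Gene coordinates are those of the deposited count table; 17878 gene IDs had the same version in GENCODE release M21, and all 17878 had the same position there, so the build is GRCm38.

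The deposited log2 differences had no p-values and no replicates. The design set beforehand counted genes by the authors' adjusted p-values, and this could not be applied. Genes were counted instead at an absolute log2 ratio of 1 or more, a limit chosen after the data were examined, and no p-value across genes is given. A count model such as edgeR's was not fitted, since 1 library per group gives no estimate of spread.

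No counts of the glucose oxidase library were used as deposited; they were recovered. The deposited log-normalized values follow an inverse hyperbolic sine of the square root of the count, with 1 constant per library. Inverting this for the deposited log2 differences of glucose oxidase against control, with the known control counts, gave glucose oxidase counts within 0.01 of a whole number for 100% of 18275 genes matched by symbol, and the largest distance was 0.000138. When 1 read was added to each control count, 3.31% came out whole. A further 12 genes, whose listed name stands for 2 genes, were placed by whole reads. The variance-stabilizing transformation of DESeq2 was run separately on each pair of libraries. It gave the deposited log2 differences within 2e-08 for glucose oxidase against control, and exactly for glucose oxidase plus Et2HOBA against control. For the 7 genes, a curve with 1 constant fitted to the deposited differences lay within 4.8e-10 of them. The transformation gave the values of that curve within 3e-11. The labels and headers do not state the use of this transformation. For abundant genes the transformation acts like a pseudocount, of 202 normalized counts for glucose oxidase against control. The value was 71.1 for glucose oxidase plus Et2HOBA against control and 1236 for treated against treated. Fold changes as deposited are therefore not comparable between tables.

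For this reason a common scale was chosen, after the data were examined. Counts were divided by median-of-ratios size factors computed over all 3 libraries (1.03 for control, 0.965 for glucose oxidase, 1.04 for glucose oxidase plus Et2HOBA), a pseudocount of 10 was added, and ratios were taken on the log2 scale. Fold differences of single genes were computed from normalized counts without a pseudocount, with exact Clopper-Pearson intervals at 95%. A count at or under 3 reads was taken as the floor. Depth, at 35005089 to 40212212 reads per library, makes counting error small for abundant genes: Spp1 had a relative interval of 19.8 to 22.98 around 21.3-fold, whereas Csf1r, with 6 to 12 reads, could not be placed.

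Named genes followed a rule set before the data were examined, with the adjusted p replaced by an absolute deposited log2 difference of 1 or more. They were the 5 highest and 5 lowest genes of each comparison by deposited value among genes at or above the median mean count, and list genes past that limit, at most 6 per list, of which the text gives a part. For the treated against treated comparison the values of genes other than the 7 were recomputed. The mitochondrial, Y-linked and ferritin genes, Rpl30, Icam1 and Vcam1 were chosen after their values were seen, as was every gene named together with a comparison in which it fell outside the rule.

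The 10 gene lists were written before the data were examined. They cover endothelial adhesion molecules, chemokines and cytokines, interferon-stimulated genes, antigen presentation, NRF2 targets, p53 targets, S phase and mitosis, histones, the unfolded protein response and endothelial identity. Each median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression; under the alternatives fewer random lists were drawn. Random lists of unrelated genes vary less than lists of co-regulated genes, so these percentiles describe the libraries and are not tests. Not listed were Cxcl9, Cxcl11, Il1b and Tnf among the cytokines, H2-Aa, H2-Ab1, H2-Eb1 and Cd86 among the antigen presentation genes, and Pmaip1 and Perp among the p53 targets. The 12 histone names all had a match, but some matched the same gene, which left 9 genes.

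Genes with near-identical copies were found from the transcripts of GENCODE release M21, matched without version for 18269 genes. For 18268 of them the share of the 50-base stretches of the longest transcript that also occur in a transcript of another gene was computed, and 10533 had none. Unchanged groups against a shared control were simulated 20 times, once with Poisson counts and once with the spread of the 3 libraries used as replicate spread. Each gene was given the median spread of genes of similar expression. That spread includes any effect of treatment, but it leaves out the higher spread of single genes.

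The recovery and the statistics were tested on simulated data. Of 18252 simulated genes 100% of counts were recovered, 100% of 200 genes changed by 2 log2 units were called, a signed difference of 1 was measured as 0.995, and 4 of 50 unchanged lists fell outside the middle 95% of random lists. Alternatives to the scale, pseudocount, limit, size factors (total count (CPM), TMM of edgeR, and size factors from protein-coding genes with no shared stretch), expression filter and gene set were run, and their effect is given in the closing section. All except the expression filter, the centring on the median and the selection of genes on the Et2HOBA comparison were chosen after seeing the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, DESeq2 1.42.0 and edgeR 4.0.16.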

Results

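RNA was sequenced from mouse aortic endothelial cells, a purchased primary culture of the cells that line the aorta. There were 3 groups with 1 library each. The control library came from untreated cells. The second came from cells given glucose oxidase, an enzyme that makes hydrogen peroxide from glucose, at 5 mU/mL for 30 min. The third came from cells given glucose oxidase and 0.2 mM ethyl-2-hydroxybenzylamine (Et2HOBA, 24 h). Et2HOBA is a compound used in this study to scavenge isolevuglandins, which are reactive lipid products of oxidative stress. The labels do not state the order of the glucose oxidase and Et2HOBA exposures. No library treated with Et2HOBA alone was analysed here. Over the 18287 listed genes the libraries held 35969965 reads (control), 35005089 reads (glucose oxidase) and 40212212 reads (glucose oxidase plus Et2HOBA). Of these genes, 131, 464 and 218 had a count of 0 in the 3 libraries, in the same order.

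With 1 library per group, none of the differences has a replicate check, and no test between the conditions was possible. The 95% intervals given with fold differences are exact binomial (Clopper-Pearson) intervals on the reads of 2 libraries. They cover counting error only and compare libraries, not conditions. The counts of the glucose oxidase library were recovered from the deposited log2 differences and the control counts, as described under processing. Unless stated otherwise, log2 ratios are on 1 scale for all 3 libraries, the log2 of normalized count plus 10, which understates the change of low genes.

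The comparison of glucose oxidase with control asks what the oxidant changed. At a limit of 1 log2 unit in either direction, 2317 genes (12.7% of those listed) differed between the 2 libraries, 745 higher and 1572 lower after glucose oxidase. Protein-coding genes were nearly balanced, with 602 higher and 633 lower. Processed pseudogenes, intronless copies of spliced transcripts, made up 849 of the 2317, and 841 of these were lower. The count depended on the gene set, the scale and the limit: it was 952 over genes with no 50-base stretch shared with another gene, 4243 with a pseudocount of 1, 734 on the scale of the authors' deposited table, 6175 at a limit of 0.5 and 526 at a limit of 2. For each of the 2317 genes the counting interval excluded equal levels. The limit of 1 with a pseudocount of 10 already requires a gap in reads that wide, so this is not a separate check.

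Ranked by deposited value under the naming rule, the genes highest after glucose oxidase were Spp1, Trib3, Aldh1l2, Mthfd2 and Asns. On the common scale the order differed, and Chac1, with a log2 ratio of 4.32, lay above Mthfd2 and Asns. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) had 727 reads in control and 14489 after glucose oxidase, a 21.3-fold rise in normalized count (95% interval 19.8 to 22.98). Aldh1l2 (ENSMUSG00000020256.14, chromosome 10, 83487450 to 83534140) rose from 52 to 2244 reads, or 46.1-fold (35.1 to 62.0). Trib3 (ENSMUSG00000032715.9, chromosome 2, 152337422 to 152344032) rose from 291 to 7016 reads, or 25.8-fold (22.9 to 29.1). The log2 ratios of Mthfd2 and Asns were 3.51 and 3.39. In the authors' deposited table Trib3 had a value of 4.02, Mthfd2 of 3.16 and Asns of 3.13.

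Ranked in the same way, the genes lowest after glucose oxidase were mt-Nd3, mt-Co3, mt-Atp8, Cox8b and Gm13340. Here too the order differed on the common scale, where Rpl30-ps1, at -3.82, lay below mt-Co3 and Gm13340. The mitochondrial transcript mt-Nd3 (ENSMUSG00000064360.1, chromosome M, 9459 to 9806) fell from 1591 to 56 reads, a log2 ratio of -4.51. mt-Co3 fell from 4478 to 377 reads (log2 ratio -3.44), mt-Atp8 from 996 to 18 reads (-5.09) and the pseudogene Gm13340 from 3505 to 380 reads (-3.08). Of the 50-base stretches in their longest transcripts, mt-Nd3 shared 98.0%, mt-Co3 99.9% and Gm13340 30.0% with another annotated gene, so their counts depend on how shared reads were assigned. mt-Atp8 shared none, but its coordinates overlap those of mt-Atp6. Cox8b (ENSMUSG00000025488.9, chromosome 7, 140898945 to 140900446), with no shared stretch, had 1104 reads in control and 47 after glucose oxidase, 0.0455 of the control level (95% interval 0.0332 to 0.0609). It was also low in the other treated library, at 36 reads.

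The comparison of glucose oxidase plus Et2HOBA with control shows how the library given both treatments differed from control. Here 2688 genes (14.7%) passed 1 log2 unit, 1217 higher and 1471 lower, and 2210 of them were protein-coding (974 higher, 1236 lower). Only 52 processed pseudogenes were lower past the limit. On the scale of the authors' deposited table the count was 1768. Spp1 was again among the genes with the largest rise, with 29216 reads and a level 39.9-fold that of control (95% interval 37.1 to 43.0). Aldh1l2 was 70.6-fold higher (53.7 to 94.7), Trib3 38.5-fold (34.2 to 43.4), Chac1 45.5-fold (35.6 to 59.1) and Plet1, from 13 control reads, 109-fold (63.7 to 206). Plet1 was also high after glucose oxidase alone, at 818 reads. Under the naming rule, by deposited value, the largest falls were in Igf1, Cox8b, Gja4, Aqp1 and Serpina3g. Igf1 (ENSMUSG00000020053.18, chromosome 10, 87858265 to 87937042) fell from 1547 to 41 reads, a log2 ratio of -4.93, and Aqp1 from 14207 to 1224 reads, a log2 ratio of -3.54. Both had lower counts after glucose oxidase alone too, at 126 reads for Igf1 and 2842 for Aqp1.

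The comparison of the 2 treated libraries asks what Et2HOBA added to glucose oxidase. There were 1563 genes past 1 log2 unit, 1169 higher and 394 lower with Et2HOBA. Processed pseudogenes accounted for 960 of them, 1 of which was lower. Among protein-coding genes the balance ran the other way, with 129 higher and 312 lower. Over genes with no 50-base stretch in common with another gene, 339 passed the limit and 26.3% of them were higher, against 74.8% over all genes. On the scale of that comparison's deposited values only 43 genes passed, 36 higher and 7 lower, and of the 20 protein-coding genes among them 13 were higher and 7 lower, so the protein-coding balance depended on the scale. The authors' deposited table for this comparison listed 7 genes, so the other values on its scale were recomputed.

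By the naming rule the genes highest with Et2HOBA relative to glucose oxidase were Rpl30-ps1, Gm6789, Rpl28-ps3, Gm4600 and Gm13340, each of which shares between 30.0% and 70.2% of its stretches with another gene. Each was low in the glucose oxidase library alone: Gm4600 had 676, 5 and 908 reads in control, glucose oxidase and glucose oxidase plus Et2HOBA, and Rpl30-ps1 had 1287, 76 and 1700. The genes that were lowest with Et2HOBA by the same rule were Fos, Rgs2, Csf2rb, Gbp9 and Mxd4. Fos (ENSMUSG00000021250.13, chromosome 12, 85473890 to 85477273) had 2619 reads in control, 2364 after glucose oxidase and 605 with Et2HOBA, which was 0.238 of the level after glucose oxidase (95% interval 0.217 to 0.260). Rgs2 fell across the 3 libraries, from 10796 reads to 3891 and 1403. Gbp9 and Mxd4 were lower by 1.24 and 1.33 log2 units with Et2HOBA than with glucose oxidase alone, and both were already lower after glucose oxidase than in control.

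The 2 comparisons against control shared 1299 genes past the limit, and 98.6% of these had the same direction. The correlation of the log2 ratios across genes was r = 0.675, and genes are not independent replicates. Over protein-coding genes, 1105 were shared, 100% with the same direction, and r was 0.902. Part of such an overlap arises because both ratios use the same control library. In simulated unchanged groups with counting noise alone, 0.2 genes were shared on average and r was 0.493. When the median spread among the 3 libraries at similar expression was taken as if it were spread between replicates, 137.8 genes were shared. Of these, 99.7% had the same direction, and r was 0.499. That simulation put 616 and 606.3 genes past the limit, fewer than observed, so 137.8 is not an upper bound for unchanged cultures.

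**Figure D1:**
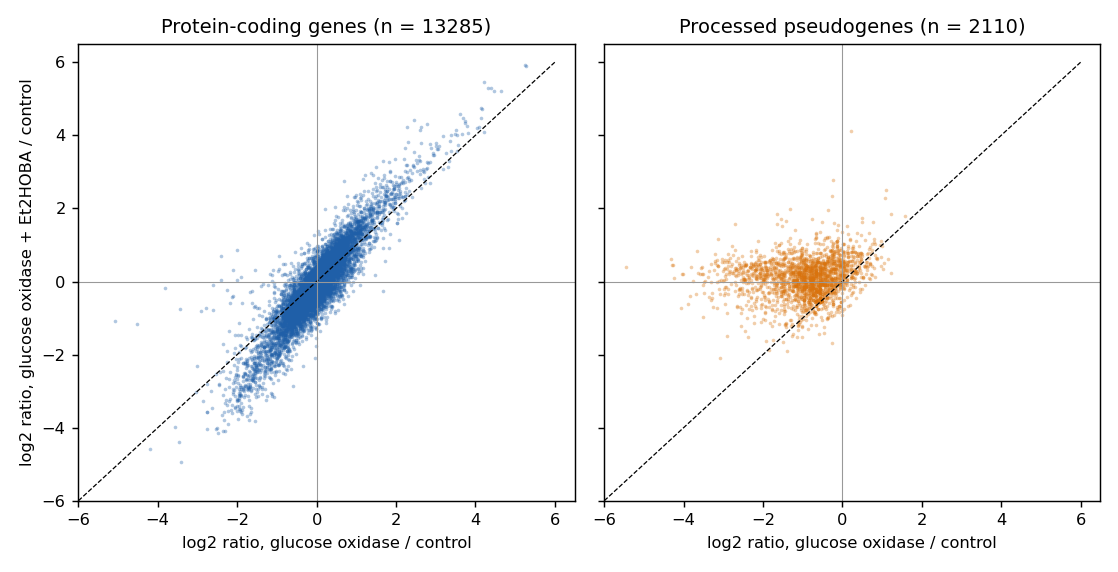
Log2 ratio to control after glucose oxidase (horizontal axis) and after glucose oxidase plus Et2HOBA (vertical axis), 1 point per gene, for 13285 protein-coding genes and 2110 processed pseudogenes; the dashed line marks equal ratios. Protein-coding genes lie along and beyond the dashed line, while processed pseudogenes spread to the left, lower after glucose oxidase and near 0 on the vertical axis.

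The last question was whether the scavenger moved the glucose oxidase response toward control. For the 2317 genes past the limit after glucose oxidase, the ratio with Et2HOBA minus the ratio without it was signed by the direction of the glucose oxidase change, so that a positive value lies farther from control. The median over all 2317 genes was -0.07, with 51.5% nearer to control and 48.0% farther. This median joined opposing groups of genes and changed sign with the gene set and the scale. On the scales of the authors' deposited tables it was 0.61, but those scales shrink the ratios without Et2HOBA more, which favours positive values. For the 841 processed pseudogenes that were lower after glucose oxidase the median was -1.77, and 97.3% lay nearer to control with Et2HOBA. For the 1235 protein-coding genes it was 0.47, and 80.3% lay farther from control: 0.36 for the 602 that rose and 0.64 for the 633 that fell. Over the 952 genes with no shared stretch it was 0.44. Genes selected for a large glucose oxidase change tend to lie nearer to control in any second comparison. Simulated libraries with equal means after both treatments gave -0.08 over genes with no shared stretch (20 draws, -0.10 to -0.06).

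Of the 10 gene lists fixed before the data were examined, the list of unfolded protein and integrated stress response genes rose most. All 14 were listed; the median log2 ratio was 1.88 after glucose oxidase and 2.38 with Et2HOBA, and 0.55 between the 2 treated libraries, each above all 10000 random lists matched on mean expression. Of the named members, Chac1 had 65, 1396 and 2976 reads in control, glucose oxidase and glucose oxidase plus Et2HOBA, Ddit3 had 472, 2411 and 4339, and Atf4 had 3288, 11946 and 19243. Phgdh, another member, shares 63.1% of its stretches with another gene. The 18 targets of the oxidant-responsive factor NRF2 had medians of 1.10 and 1.30 against control, again above all random lists, and 10 of them passed the limit in each. Hmox1 (ENSMUSG00000005413.8, chromosome 8, 75093621 to 75100589) rose from 8325 reads to 34083 and 60660, and Slc7a11 from 5932 to 38521 and 51489. Between the treated libraries the NRF2 median was 0.13, at the percentile of 83.1 among random lists. The alternative that moved the unfolded protein response most was the restriction to genes with no shared stretch, with medians of 1.34 and 1.76 against control.

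The 20 genes of S phase and mitosis were lower in every comparison, with medians of -1.74 after glucose oxidase, -2.63 with Et2HOBA and -0.74 between the treated libraries, each below all random lists. Mki67 had 5338, 1181 and 675 reads and Kif11 had 1838, 331 and 145 in control, glucose oxidase and glucose oxidase plus Et2HOBA. The 12 histone names matched 9 genes, with medians of -0.32, -0.05 and 0.18 at percentiles of 3.75, 31.6 and 88.5. H2ax fell from 1794 reads to 812 and 820. The 16 listed p53 targets did not stand apart from random lists, with medians of 0.05, 0.13 and 0.08 at percentiles from 49.2 to 67.1; total-count scaling, which puts the median of all genes at -0.06, -0.13 and -0.08, turned them to -0.01, -0.02 and -0.01 at nearly the same percentiles. Over p53 targets with no shared stretch the medians with Et2HOBA were -0.11 against control, at the percentile of 11.1, and -0.12 against glucose oxidase, at the percentile of 3.10. Single members moved, such as Gdf15 with 35, 125 and 437 reads and Sesn1 with 2328, 1190 and 495.

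Lists related to immune activation moved in different directions. All 22 interferon-stimulated genes were lower than control in both treated libraries. Their medians were -0.91 after glucose oxidase and -1.71 with Et2HOBA, and -0.87 between the treated libraries, where 21 of 22 were lower with Et2HOBA; each median was below all random lists. Isg15 had 1444, 490 and 267 reads in control, glucose oxidase and glucose oxidase plus Et2HOBA, and Oasl2 had 1504, 582 and 162. Ifit3, with 5577, 2749 and 1190 reads, shares 51.2% of its stretches with another gene. The 17 listed antigen presentation genes had medians of -0.35, -0.57 and -0.23 at percentiles of 2.29, 0.26 and 2.82. Over the 8 of them with no shared stretch the percentiles were 10.8, 3.55 and 37.9, and the medians stayed below 0, the highest at -0.04. H2-Q4, one of several similar genes, fell from 1693 reads to 496 and 207. The 17 listed chemokines and cytokines had medians of -0.10, 0.18 and 0.22 at percentiles of 26.0, 82.6 and 96.97, and the first turned to 0.03 when genes with a mean normalized count under 10 were left out. The third was 0.61 with a pseudocount of 1 and 0.04 on the scale of the deposited values, at the percentile of 81.5. The list split by gene. Il6 rose from 72 reads to 351 and 1038, and Cxcl2 from 589 to 1485 and 4543. Cxcl12 fell from 9243 to 1791 and 879, and Cx3cl1 from 6258 to 1783 and 1067. Ccl20 had 27, 12 and 0 reads; the 95% interval with Et2HOBA began at 6.87-fold lower than control.

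The 11 endothelial adhesion molecules had medians of -0.38 and -0.35 against control at percentiles of 0.33 and 1.08, and 0.03 between the treated libraries, at the percentile of 35.2, which turned to -0.06 with total-count scaling, at nearly the same percentile, and to -0.18, at the percentile of 2.60, over the 8 genes with no shared stretch. The median with Et2HOBA against control was -0.83 over those 8 genes and -0.15, at the percentile of 8.45, with the expression filter. The selectins Selp and Sele rose, while 7 of the 11 genes were lower after glucose oxidase than in control. Selp (ENSMUSG00000026580.16, chromosome 1, 164115264 to 164150026) had 5088 reads in control, 18758 after glucose oxidase, 3.94-fold higher (95% interval 3.82 to 4.07), and 24449 with Et2HOBA, 4.77-fold higher (4.63 to 4.92). Sele rose from 854 to 1782 and 2226 reads. Icam2 fell from 11448 reads to 4400 and 2648. Vcam1 and Icam1, chosen after their values were seen, had 2156, 2481 and 3154 reads and 15, 4 and 6 reads, and the count of Icam1 is too low to place a difference between the treated libraries. The 17 genes of endothelial identity had medians of -0.51, -0.88 and -0.22, each below all random lists. Vwf fell from 46607 reads to 21567 and 12545 and Tek from 6786 to 2877 and 1688, while Nos3 rose from 30246 to 47041 and 74692. Pecam1 is in both the adhesion and the identity list.

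**Figure D2:**
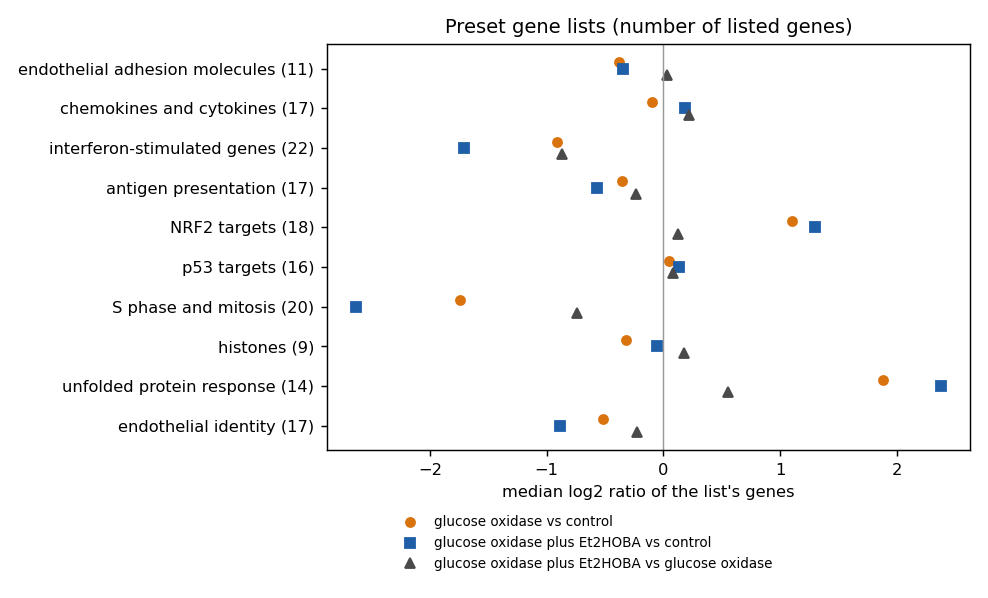
Median log2 ratio (horizontal axis) of the listed genes of each of 10 preset lists, with the number of listed genes in brackets. Circles are glucose oxidase against control, squares glucose oxidase plus Et2HOBA against control, and triangles the 2 treated libraries against each other, 1 library per group. The interferon-stimulated, S phase and mitosis, and endothelial identity medians lie farther below 0 with Et2HOBA than without it, and the unfolded protein response median lies farther above.

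The authors' deposited table for the 2 treated libraries held only 7 genes, all colony-stimulating factors or their receptors. In the authors' deposited table Csf2rb had a value of -1.07, Csf2rb2 of -0.55 and Csf3 of 0.60, and the other four lay between -0.10 and 0.03. On the common scale the log2 ratios were -1.50 for Csf2rb, -1.71 for Csf2rb2 and 2.06 for Csf3, since the transformation behind the authors' deposited table shrinks low counts. Csf2rb (ENSMUSG00000071713.6, chromosome 15, 78325752 to 78353847) had 9961 reads in control, 4185 after glucose oxidase and 1582 with Et2HOBA. Its neighbour Csf2rb2 (ENSMUSG00000071714.7, chromosome 15, 78282507 to 78305721) had 1326, 471 and 148. These paralogs share 18.4% and 19.4% of their stretches with another gene, so a part of their reads was open to being split between them. Csf3 rose from 55 reads to 89 and 432, 4.51-fold between the treated libraries (95% interval 3.58 to 5.73). Csf2 had 6, 34 and 44 reads, and its interval between the treated libraries, 0.751 to 1.94, included equal levels, as did that of Csf1r (0.300 to 1.96). Csf1 fell from 6542 reads to 4909 and 4947, and Csf2ra had 615, 695 and 639.

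**Figure D3:**
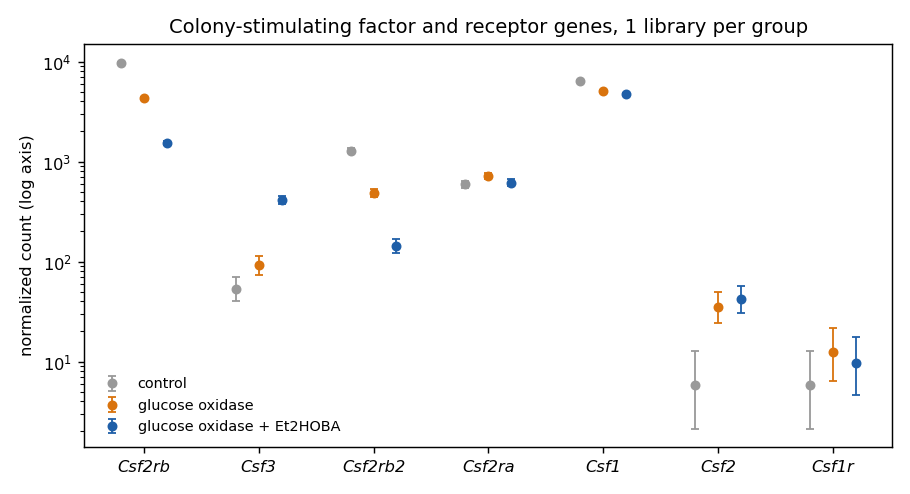
Normalized read count (vertical log axis) of the 7 colony-stimulating factor and receptor genes in the control, glucose oxidase and glucose oxidase plus Et2HOBA libraries, 1 library each; bars are 95% intervals for counting error. Csf2rb and Csf2rb2 fall stepwise over the 3 libraries, Csf3 rises, and the intervals of Csf2 and Csf1r overlap between the treated libraries.

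Because so many of the differences lay in pseudogenes, these were compared with the genes they are named after. Over 599 processed pseudogenes with a mean normalized count of at least 50, the median log2 ratio was -1.32 after glucose oxidase and 0.24 with Et2HOBA. For 149 pseudogenes whose name gives a listed parent gene, the median was -1.09 after glucose oxidase, against 0.29 for their 98 parents, and 143 of the 149 were lower than their parent. With Et2HOBA the medians were 0.31 for the pseudogenes and 0.39 for the parents, and 100 of the 149 were lower than their parent. For example, Rpl30 had 2899, 3803 and 3924 reads in control, glucose oxidase and glucose oxidase plus Et2HOBA, while Rpl30-ps1 had 1287, 76 and 1700.

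**Figure D4:**
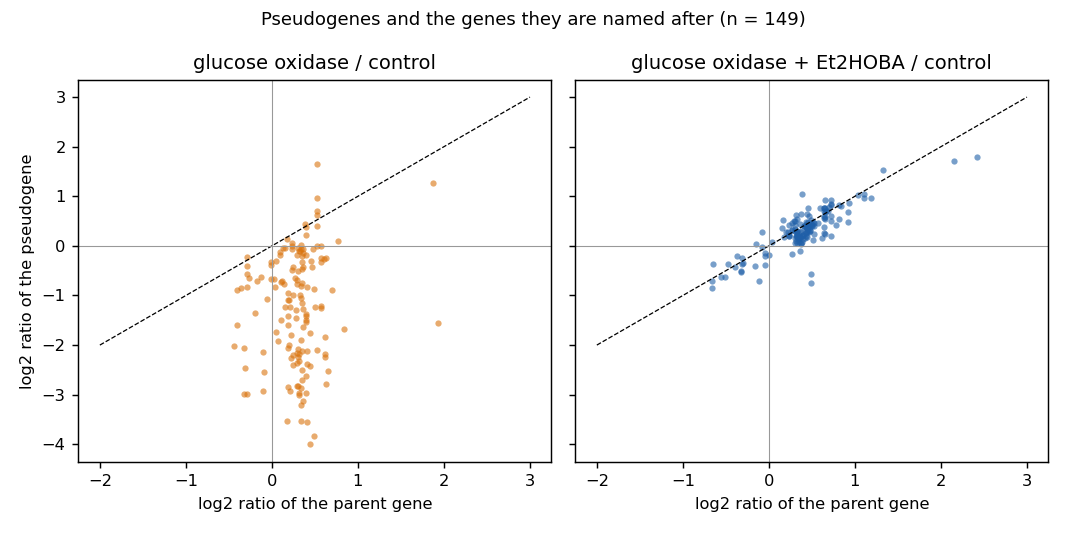
Log2 ratio of each of 149 pseudogenes (vertical axis) against that of the gene it is named after (horizontal axis), for glucose oxidase against control and for glucose oxidase plus Et2HOBA against control; the dashed line marks equal ratios. After glucose oxidase 143 points lie below the line; with Et2HOBA 100 lie below it, most of them close to it.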

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

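No paired analysis was possible because each group had 1 library, and for the same reason leaving out a library was not possible. The alternatives planned on p-values were not run, since the tables hold none: other adjusted p limits, a fold minimum on top of the adjusted p, and Benjamini-Hochberg or Bonferroni adjustment. Matching genes on the first identifier was not run either, because 2 of the 3 tables give symbols alone. The alternatives chosen before the data were examined were the expression filter, centring on each comparison's median, and selection of genes on the Et2HOBA comparison. All others were chosen after seeing the data.

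The counts of genes past the limit are given in the order glucose oxidase against control, glucose oxidase plus Et2HOBA against control, treated against treated, and shared by both comparisons against control. On the common scale they were 2317, 2688, 1563 and 1299. On the scales of the deposited tables they were 734, 1768, 43 and 544. A pseudocount of 1 gave 4243, 4494, 3311 and 2474, and a pseudocount of 50 gave 1163, 1696, 585 and 809. Larger pseudocounts pull low genes toward 0 by construction. A limit of 0.5 gave 6175, 7332, 4670 and 4180, and a limit of 2 gave 526, 695, 391 and 200. Genes with no shared 50-base stretch gave 952, 1744, 339 and 856, over fewer genes. The expression filter, TMM, total-count (CPM) scaling and size factors from protein-coding genes left all 4 counts within 1.5 times the main ones.

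The share of higher genes depended on the gene set, the limit, the pseudocount and total-count scaling. Without shared stretches, 53.4% of the genes past the limit were higher after glucose oxidase, against 32.2% over all genes, and 26.3% were higher between the treated libraries, against 74.8%. That last share was 53.2% at a limit of 0.5, 98.2% at a limit of 2, 60.2% with a pseudocount of 1, 80% with a pseudocount of 50, 83.7% on the deposited scale and 68.2% with total-count scaling. After glucose oxidase the share was 40% at a limit of 0.5 and 26.8% at a limit of 2. With total-count scaling, 34.97% were higher with Et2HOBA against control, compared with 45.3%. Under that scaling the median of all genes was -0.13 in this comparison, -0.06 after glucose oxidase (-0.01 on the common scale) and -0.08 between the treated libraries.

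The median signed difference of glucose oxidase genes after Et2HOBA, -0.07 over all genes, did not keep its direction. It was 0.0068 with the expression filter, 0.61 on the deposited scales, 0.30 with a pseudocount of 50, 0.44 over genes with no shared stretch, 0.0040 at a limit of 0.5 and 0.58 when genes were selected on the Et2HOBA comparison, a choice that favours positive values. It was -0.36 with a pseudocount of 1, -0.13 with total-count scaling and -1.98 at a limit of 2. The split between pseudogenes (-1.77) and protein-coding genes (0.47) accounts for the change with the gene set. The deposited scales act like a pseudocount of 202 for glucose oxidase against control and 71.1 with Et2HOBA. They shrink the former ratios more, which favours positive values by construction. For the other settings the cause was not tested. The median signed difference stayed at -0.07 when centred, at -0.06 with TMM and at -0.08 with size factors from protein-coding genes.

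Of 30 list medians, 18 lay outside the middle 95% of random lists, and 17 to 19 did so under the alternatives that gave all 30. Over genes with no shared stretch 16 of 27 did, since fewer than 3 histone genes were left there. Of 267 recomputed list medians, 18 moved by 0.25 or more or changed sign. A sign change occurred for 5 of the 30: adhesion molecules between the treated libraries (-0.18 to 0.06), chemokines and cytokines after glucose oxidase (-0.16 to 0.03), and p53 targets in each comparison, from -0.12 to 0.13 at the widest. The interferon-stimulated medians stayed between -0.97 and -0.79 after glucose oxidase, -1.85 and -1.37 with Et2HOBA, and -0.96 and -0.35 between the treated libraries. For S phase and mitosis the treated against treated range was -0.83 to -0.33, and for the unfolded protein response it was 0.46 to 0.58. Antigen presentation medians stayed below 0, but over the 8 genes with no shared stretch the 2 against control no longer lay outside the middle 95% of random lists, and the treated against treated median was -0.04. Adhesion molecules with Et2HOBA against control ranged from -0.83 to -0.15, and cytokines between the treated libraries from 0.04 to 0.61. With genes at or under 3 reads in 1 library set to their bound, the antigen presentation median after glucose oxidase was -0.61 in place of -0.35. Between the treated libraries the cytokine median was then 0.28 in place of 0.22. The antigen presentation median between the treated libraries moved toward 0, to -0.18 in place of -0.23.

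For single genes, 211 ratios were recomputed under the alternatives, 1477 values in all. Of these, 270 moved by more than the counting interval. None of the 139 ratios past the limit changed sign. Depth limits the low genes: for Icam1, Csf1r and Csf2 differences between the treated libraries were not detectable at this depth.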

Other observations

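Of the tests here, those of shared stretches in pseudogenes, of the parents' fall and of parent reads placed on pseudogenes were set before their values were seen, and the others only after the results were seen.

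Processed pseudogenes were lower in the glucose oxidase library, with a median of -1.32 against control, but as a set not in the Et2HOBA library (0.24). Lower depth does not account for this: thinning the control reads to the depth of the glucose oxidase library gave a median of -0.0014. Nor did the parent transcripts fall, since their median was 0.29. If reads common to exact copies had been assigned differently in this library, protein-coding genes with over 80% shared stretches should have fallen by over 0.5 log2 units more than genes with none. The difference was -0.27, against -0.05 with Et2HOBA. Among pseudogenes, those with over 80% shared stretches fell least, with a median of -0.65 against -1.95 for those with up to 20%, which argues against exact copies as the whole cause. A candidate explanation that needs similarity but not identity is that reads of the parent genes, such as reads across splice junctions, were placed on intronless pseudogenes in the control and Et2HOBA libraries but not in the glucose oxidase library. The pseudogene ratio should then follow the parent ratio between those libraries, and it did, with a Spearman rho across 149 pseudogenes of 0.73, against 0.09 for glucose oxidase against control (genes are not independent replicates). This may reflect different alignment settings for the glucose oxidase library, which the labels do not record. An effect of the treatment on pseudogene transcripts that Et2HOBA removed stays open, as untested, because 1 library per group confounds processing with treatment.

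The mitochondrial protein-coding genes give a related pattern. The 5 with over 90% shared stretches (mt-Nd3, mt-Co3, mt-Co2, mt-Atp6 and mt-Nd4l) fell by 2.60 to 4.51 log2 units after glucose oxidase, and the difference of their median from that of the other 8 was -2.45. Reads shared with nuclear copies are a candidate explanation for that part only. With Et2HOBA these 5 lay between -1.16 and -0.72, near the others. mt-Atp8 is an exception: it shares no stretch with another annotated transcript and had the largest fall, -5.09. The remaining 7 lay between -0.58 and 0.14. Among them mt-Co1 and mt-Nd4 share 51.1% and 62.2% of their stretches, yet moved only -0.42 and -0.40, against -0.41 and -0.73 with Et2HOBA, so the falls did not grow in step with the shared share. Shares were scored on annotated transcripts alone, and mt-Atp8 lies between mt-Co2 and mt-Atp6, so an unannotated copy would not be seen. In control mt-Co2, with 100% shared, had 3366 reads and mt-Co1 182605, so counted shared reads may already be few there. mt-Co1 and mt-Nd4 need then not fall. None of these genes can decide on shared reads as the cause, and the explanation stays open. An effect of the treatment was not tested separately.

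Over genes with no shared stretch, a subset chosen after the median over all genes had been seen to be -0.07, the Et2HOBA library lay farther from control than the glucose oxidase library, with a median signed difference of 0.44. By choice of the subset, exact stretches shared between a gene's longest annotated transcript and another gene's transcripts cannot produce this difference. Copies outside the annotated transcripts, and stretches found only in a gene's other transcripts, were not scored and are not excluded. Separate transformation of each table cannot produce the difference, by choice of the scale, and had no test of its own. The value, 0.4384, was taken on 1 scale. With all libraries thinned to 35005089 reads it was 0.4429. Under the other scalings the lowest value was 0.4325, whereas over all genes the value with total-count scaling was -0.13. In quintiles of genes by GC content or length the lowest was 0.2273 (over all genes, -1.63 in the shortest). Selection of genes by their glucose oxidase change gave -0.0806 in simulations with equal means. Exchanged labels of the 2 treated libraries cannot be told apart from the labels given: the named counts gave all 7 deposited values between the treated libraries, and a swap before counting would give them as well. One hypothesis is that the culture with Et2HOBA carried a stronger version of the same response, which may come from Et2HOBA itself, from its 24 h of exposure, or from variation between cultures. These were not tested, since no replicate and no library with Et2HOBA alone was analysed here.

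Mitochondrial ribosomal RNA was higher in both treated libraries. mt-Rnr1 had 10298 reads in control, 33521 after glucose oxidase and 39858 with Et2HOBA, and mt-Rnr2 had 22138, 67743 and 76591. Less complete selection of polyadenylated RNA might also raise other RNAs without a tail. The median of 31 small nuclear and nucleolar RNA genes was 0.18 after glucose oxidase, the higher of the treated libraries. That of the 2 ribosomal RNAs was 1.75. Small RNAs may be too short for these libraries to keep, so this cannot decide, and less complete selection stays open. More mitochondrial RNA of every kind is argued against by the mitochondrial protein-coding genes, whose median with Et2HOBA was -0.77. A change in the balance of mitochondrial transcripts may also remain, as a hypothesis found and tested on the same data. Other differences between library preparations were not tested.

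Fth1, the ferritin heavy chain gene, rose from 183445 reads in control to 542914 after glucose oxidase and 776210 with Et2HOBA. The Y-linked genes Ddx3y (3147, 3094 and 3332 reads in control, glucose oxidase and glucose oxidase plus Et2HOBA), Eif2s3y (2308, 2547 and 2421), Kdm5d (1702, 1556 and 1520) and Uty (1088, 934 and 1120) were present at similar levels in all 3 libraries.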
